# Microarray Analyses Demonstrate the Involvement of Type I Interferons in Psoriasiform Pathology Development in D6-deficient Mice*[Fn FN2]

**DOI:** 10.1074/jbc.M113.491563

**Published:** 2013-11-05

**Authors:** Helen M. Baldwin, Kenneth Pallas, Vicky King, Thomas Jamieson, Clive S. McKimmie, Robert J. B. Nibbs, José M. Carballido, Marcus Jaritz, Antal Rot, Gerard J. Graham

**Keywords:** Chemokines, Cytokines/Interferon, Inflammation, Mouse, Psoriasis

## Abstract

The inflammatory response is normally limited by mechanisms regulating its resolution. In the absence of resolution, inflammatory pathologies can emerge, resulting in substantial morbidity and mortality. We have been studying the D6 chemokine scavenging receptor, which played an indispensable role in the resolution phase of inflammatory responses and does so by facilitating removal of inflammatory CC chemokines. In D6-deficient mice, otherwise innocuous cutaneous inflammatory stimuli induce a grossly exaggerated inflammatory response that bears many similarities to human psoriasis. In the present study, we have used transcriptomic approaches to define the molecular make up of this response. The data presented highlight potential roles for a number of cytokines in initiating and maintaining the psoriasis-like pathology. Most compellingly, we provide data indicating a key role for the type I interferon pathway in the emergence of this pathology. Neutralizing antibodies to type I interferons are able to ameliorate the psoriasis-like pathology, confirming a role in its development. Comparison of transcriptional data generated from this mouse model with equivalent data obtained from human psoriasis further demonstrates the strong similarities between the experimental and clinical systems. As such, the transcriptional data obtained in this preclinical model provide insights into the cytokine network active in exaggerated inflammatory responses and offer an excellent tool to evaluate the efficacy of compounds designed to therapeutically interfere with inflammatory processes.

## Introduction

Inflammatory responses are characterized by leukocyte migration to the inflamed site, a process ultimately dependent on chemokines and their receptors (1, 2). Chemokines are defined on the basis of the presence of a characteristic cysteine motif in their mature sequences, which is used to divide the chemokine family into four subfamilies. The two largest subdivisions comprise the CC and CXC subfamilies, whereas the XC and CX3C subfamilies are grouped in substantially smaller clusters. Mice and humans have ∼45 chemokines (3), which are involved, in sometimes extremely complex ways, in regulating *in vivo* leukocyte migration. Given the complexity of chemokine biology, it is common to simplify things by defining chemokines as being either homeostatic or inflammatory, according to the *in vivo* contexts in which they function (2, 4). Thus homeostatic chemokines regulate basal leukocyte trafficking to peripheral tissues and lymph nodes, whereas inflammatory chemokines are specifically involved in the attraction of inflammatory leukocytes to damaged or infected body sites. In the context of inflammatory responses, numerous chemokines are expressed simultaneously, and their overall amount and assortment orchestrate the migration of a variety of inflammatory leukocytes to the inflamed site. Effective resolution of inflammatory responses is dependent on appropriate and timely clearance of inflammatory chemokines from inflamed sites. In the absence of such clearance, the inflammatory response persists, and chronic pathologies evolve.

The chemokine scavenging receptor D6 (5, 6) is a prototypic member of the atypical chemokine receptor family. This family is defined on the basis of the inability of its members to mount classical receptor signaling responses following ligand binding (7–9). D6 is a promiscuous receptor with a binding selectivity for inflammatory CC chemokines (5, 6, 10, 11). D6 is an extremely efficient internalizer and degrader of inflammatory CC chemokines (12–15) and in this way contributes to the resolution of the inflammatory response. Mice deficient in D6 display a range of inabilities to resolve inflammatory responses in the tissues in which D6 is normally expressed. Thus D6-deficient mice display exaggerated cutaneous (16, 17), pulmonary (18), and gut (according to the specific model used (19, 20)) inflammatory responses, and in the context of the skin and gut, D6-deficient mice display enhanced tumorigenic programs in murine models of inflammation-dependent cancer development (20, 21). The major site of D6 expression is lymphatic endothelium (22), and we have hypothesized a role for lymphatic endothelial cell D6 in ensuring efficient drainage, and thus, removal of inflammatory chemokines and cytokines from inflamed sites (23, 24). In this way, we have suggested that the major role for D6 is to ensure the openness of the lymphatic drainage channels and that the exaggerated inflammatory response seen in D6-deficient mice relates to the inability of these mice to efficiently remove inflammatory cytokines and chemokines from inflamed sites. In keeping with its experimentally demonstrated role as a regulator of inflammatory responses, D6 has been shown to be broadly expressed in a range of inflammatory pathologies, suggesting a role in disease pathogenesis (25–28). Interestingly, D6 is expressed in a variety of cell types in inflammatory pathologies, including keratinocytes and peripheral blood leukocytes. It is therefore clear that D6 contributes to the resolution of the inflammatory response in a range of ways likely to involve both lymphatic endothelial cells as well as other cell types.

We have been particularly interested in examining the function of D6 in cutaneous inflammatory responses. Previously we have published that although WT mice display a mild and transient inflammatory response to phorbol ester (TPA)^3^ application, D6-deficient mice are unable to efficiently resolve this response (16) and develop a pathology that is similar, in numerous ways, to human psoriasis (26). The pathology develops in a characteristic temporal fashion, thus allowing the cellular and molecular basis to be defined. The purpose of the present study was to define the molecular signature of the cutaneous inflammatory pathology induced in D6-deficient mice with a view to understanding the precise roles for D6 in regulating inflammation. Here we report transcriptional evidence indicating that challenged D6-deficient mice mount a type I interferon-based response that is essential for the development of the cutaneous inflammatory pathology. These data further elucidate the mechanism of action of D6 and suggest a close association between D6 function and the suppression of type I interferon-dependent inflammatory responses.

## EXPERIMENTAL PROCEDURES

### 

#### 

##### Irritation of the Skin with the Phorbol Ester TPA

Dorsal skin of female 129-C57BL/6 mice (16) (8–12 weeks old) was shaved, and three applications of TPA (Sigma P1585, 50 μm, 150 μl/mouse) or acetone (150 μl/mouse) were applied to the skin at 24-h intervals. The cutaneous inflammation was left to develop for 1, 2, 4, and 6 days after the three TPA applications. Dorsal skin was removed from mice at each of these time points and stored in RNA*later*® (Invitrogen AM7020) for 24 h at 4 °C (for RNA purification) or fixed in formalin overnight at 4 °C for subsequent histological analysis.

##### RNA Extraction

Skin was removed from RNA*later*® and stored at −80 °C until processing. To extract RNA, back skin was ground into a powder in liquid N_2_, and RNA was extracted using TRIzol® and the PureLink® RNA kit (Ambion 12183018A) according to the manufacturer's instructions. RNA concentrations were quantified using the Nanodrop (Thermo Scientific) and stored at −80 °C.

##### Histology

Formalin-fixed skin samples were transferred to the tissue processor (Thermo Scientific) and progressively dehydrated over 20 h to xylene through successive concentrations of ethanol. Skins were embedded in paraffin wax, and 8-μm sections were cut, mounted onto Superfrost Slides (Fisher 12-550-15), and stored at 4 °C until required.

##### Hematoxylin and Eosin Staining

Paraffin-embedded skin sections were rehydrated with water and stained with hematoxylin and eosin according to standard procedures. Briefly, slides were stained with hematoxylin (2 min), dipped in 1% acid/alcohol twice, rinsed in water, immersed in Scotts Tap water substitute (30 s), rinsed in water, and stained with eosin (2 min). Slides were dehydrated to xylene, mounted in dibutyl phthalate xylene, and visualized on a light microscope (Carl Zeiss).

##### T Cell Staining

Paraffin-embedded skin sections were rehydrated with water, blocked with 20% horse serum in TBS-0.01% Tween 20 (TBST) for 30 min at room temperature, and incubated with a rabbit anti-human CD3 antibody (Dako) for 1 h at room temperature in TBST. Excess antibody was removed by washing twice in TBST, and staining was detected using the Dako Envision kit according to the manufacturer's instructions. The slides were dehydrated to xylene, mounted in DPX, and visualized on a light microscope (Carl Zeiss).

##### Microarray Analysis

Microarrays were performed using Affymetrix Mouse Genome 430 2.0 Exon Expression Arrays and subsequently analyzed using GeneSpring GX (Agilent). Three WT and three D6-deficient mice were used per time point over the four time points, and three acetone-treated controls were used for both D6-deficient and wild type mice. Microarray data were normalized using robust multiarray analysis and base-line-transformed to the median of the control samples (acetone-treated D6-deficient or WT mice) to allow visualization of both lowly and highly expressed genes. TPA-treated WT or D6-deficient mice were compared with their respective controls robust multiarray analysis normalization involved three steps: background correction (to remove noise), quantile normalization (to adjust for “chip to chip” variation), and summarization (to transform the data onto a log_2_ scale and remove outliers). To base-line transform the data, the median of the control samples, the log_2_ normalized intensity value for each gene in the TPA-treated samples was subtracted from the median normalized intensity value of the equivalent gene from the respective acetone-treated control sample (D6-deficient or WT mice). To remove noise and lowly expressed genes, the lower 20% of genes expressed were removed. Principal component analysis was performed to determine whether particular chips were outliers. Lists of significantly expressed genes were analyzed using gene ontology analysis to subsequently identify significantly changed families of genes. Hierarchical clustering within entities was also performed to identify gene expression patterns within the data. Ingenuity pathway analysis was used to identify potential differentially expressed pathways altered in D6-deficient mice compared with WT mice at each time point within gene lists identified using hierachical clustering. The data discussed in this publication are MIAME-compliant and have been entered into the NCBI Gene Expression Omnibus (accessible online under accession number GSE46889).

##### Real Time PCR

RNA (1 μg) was reverse transcribed to cDNA using the Quantitect reverse transcription kit (Qiagen 205311) according to the manufacturer's instructions. Gene expression was measured by absolute quantification compared with β-actin. DNA standards were made by cloning into TOPO TA cloning vector (Invitrogen 450641) using the primer sequences in Table 1. cDNA was diluted 1:5 and mixed with PerfeCTa SYBR green FastMix® (Quanta Biosciences 95072-250) and quantitative PCR primers (Table 1). The plate was run on an ABI 7900HT fast real time PCR System (ABI) under the conditions recommended for SYBR green by the manufacturer (Quanta Biosciences).

**TABLE 1:** **PCR primer sequences** Primer sequences were designed for measurement of gene copy number by quantitative PCR. Standards with a known copy number were generated by cloning into TOPO using the indicated primer sequences. The quantitative PCR was performed using the quantitative PCR primers and SYBR green. The copy number of each gene was measured using a standard curve generated using the cloned standards. Gene transcription was normalized to β-actin.

Gene	Forward (5′-3′)	Reverse (5′-3′)
**Quantitative PCR**		
*Irf7*	TGTTTGGAGACTGGCTATTGG	ATCCCTACGACCGAAATGCT
*Ifit2*	GAAAAAGAAAGCCCTCACCAA	GTTCCCCAAACTCCTGACAA
CXCL9	TTTCTCCCTCCCTCCCTTC	TTTTCACCCTGTTGGCTCT
β-Actin	CGTTGACATCCGTAAAGACC	CTGGAAGGTGGACAGTGAG

**Standards**		
*Irf7*	TGTGACCCTCAACACCCTA	GAGCCCAGCATTTTCTCTTG
*Ifit2*	CAGGAGAATGGAGGAGGTC	CTGAAACAAGCCCAAGACAAG
CXCL9	CCTCCTTGCTTGCTTACCAC	AACTCTGGCTCCCTTCC
β-Actin	GCTCTTTTCCAGCCTTCCTT	GCTCAGTAACAGTCCGCCTA

##### Neutralizing IFN-α and IFN-β in TPA-treated Mice

Neutralizing antibodies against IL-6 (rat anti-mouse), IL-20 (rat anti-mouse), IFN-α (rabbit anti-mouse), and IFN-β (rabbit anti-mouse), as well as isoptype and sera controls, were purchased from R&D Systems. Antibodies were injected intravenously into WT and D6-deficient mice (8–12 weeks old), 3 h before the first application of TPA (Sigma P1585, 50 μm, 150 μl/mouse). A further application of TPA was applied as normal 24 h later. The following day, the same amount of antibody or isotype control was injected intravenously, 3 h before the final application of TPA. Mice therefore received two doses of antibody or isotype control and three applications of TPA. Pathology was left to develop for 4 days, after which dorsal skin was taken for histology and quantitative PCR.

##### Statistical Analysis

The data were analyzed using unpaired *t* tests comparing D6-deficient with WT mice. *p* < 0.05 denotes significance.

## RESULTS

### 

#### 

##### D6-deficient Mice Display a Temporally Reproducible Pattern of Development of Exaggerated Cutaneous Inflammation

We have previously published that D6-deficient mice display a markedly exaggerated response to mild cutaneous inflammatory stimuli (16). Because this represents a uniquely tractable model of impaired resolution of chemokine-driven inflammatory responses, we initiated a study aimed at investigating the transcriptomic basis for the cutaneous inflammatory pathology in D6-deficient mice with the hope that this may shed novel light on the molecular mechanisms of impaired resolution of cutaneous inflammation. Fundamental to this study was the observation that D6-deficient mice develop the inflammatory skin pathology in a defined temporal manner. As shown in Fig. 1*A*, uninflamed WT and D6-deficient mouse skin sections (day 0) are histologically indistinguishable. However, although WT mice develop a very mild and transient inflammatory response peaking at day 2 after TPA treatment, D6-deficient mice develop a much more profound inflammatory response, which is evident as early as day 1 after TPA treatment and which has not completely resolved even by day 6. Epidermal thickness, used as a quantitative surrogate measure of the extent of inflammation (Fig. 1*B*), confirmed the enhanced inflammatory response in D6-deficient mice at day 4 and also revealed that this is significantly greater than that seen with WT mice at the same time point. We have previously reported that a characteristic of the cutaneous inflammatory response developing in D6-deficient mice is the presence of T cells within the inflamed epidermis. As shown in Fig. 1*C*, and as enumerated in Fig. 1*D*, whereas WT mice show only a low level of T cell accumulation in the epidermis at day 4, D6-deficient mice show a highly significantly increased presence of such cells. This identical pattern of development of inflammation was seen in all mice used in this study, thus confirming the temporal reproducibility of the response.

**FIGURE 1.**
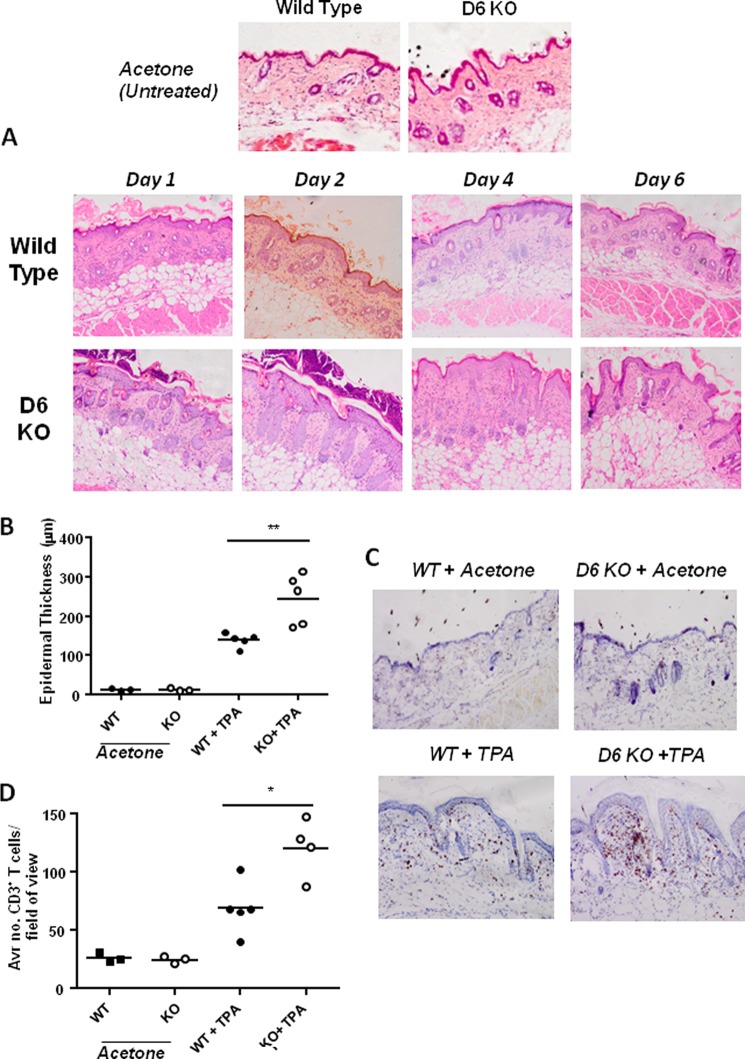
**D6 KO mice show an exaggerated cutaneous inflammatory response.** The shaved dorsal skins of D6-deficient or WT mice were treated with three applications of TPA (150 μl, 50 μm) or acetone (untreated mice), and the inflammatory pathology was left to develop for 1, 2, 4, and 6 days. *A*, histological analysis (H&E staining) of the development of the exaggerated cutaneous inflammatory pathology in D6-deficient (D6 KO) compared with wild type mice at the indicated time points after TPA treatment. Uninflamed skin (day 0) of acetone-treated wild type and D6 KO mice is also shown for comparison. *B*, assessment of the extent of cutaneous inflammation by quantification of epidermal thickness at the peak of the inflammatory pathology (day 4 after TPA treatment). Each point represents the mean of nine separate measurements. **, *p* < 0.001. *C*, demonstration of the exaggerated T cell accumulation in inflamed D6 KO mouse skins as revealed by CD3 staining of day 4 skins. *D*, quantitation of the T cell accumulation in resting (WT and D6 KO) and inflamed (day 4 WT+TPA and KO +TPA) WT and D6 KO skins. Each point represents the mean of nine separate measurements. *, *p* < 0.05.

##### Inflamed Skin of D6^−/−^ Mice Exhibit a Distinct Gene Expression Pattern

To investigate the transcriptional program underpinning the gross inflammatory response seen in D6-deficient mice, we harvested skin from TPA-treated D6-deficient and WT mice at the indicated time points, isolated RNA, and determined the differentially expressed genes using a microarray approach. 

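Back skin was taken from WT and D6-deficient mice at days 1, 2, 4 and 6 after the last of 3 applications of 50 μM TPA, and from controls of each genotype that stand as day 0. The methods describe acetone-treated controls, whereas the labels of the day 0 arrays call them untreated. Each of the 10 groups of genotype and day held 3 Affymetrix mouse arrays, 30 in all, and no array was left out. The authors computed the values by RMA, with background correction, quantile normalization and summarization of the probes, and deposited them as linear intensities before the base-line transformation to controls that the methods describe. The log2 of these intensities was used here, and an added median centring of each array is reported among the alternatives. Of 45037 probe sets, not counting 64 controls, the 20% with the lowest mean over all arrays were left out, as in the methods, and 36029 were tested. The lowest mean kept was 3.72 on the log2 scale, on which single values ran from 2.26 to 14.98 and the medians of the arrays from 5.64 to 5.80. The median SD between the 3 arrays of a group was 0.187 over the tested probe sets. limma was fitted to all arrays with 1 mean per group. At day 0 the genotypes were compared directly, and at the later days the change from day 0 in D6-deficient mice was compared with the change from day 0 in WT mice. A probe set was called when its Benjamini-Hochberg adjusted p was under 0.05 and its change more than 3-fold, whereas the methods give unpaired t tests. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot give a p under 0.1. The hybridization controls separated the arrays into sets of 13 and 17, and each genotype had arrays in both. A set held at most 3 arrays of a group and of some groups 1 or 0, and the sets were added as a covariate. The D6 gene (Ccbp2) has 3 probe sets. On 1 of them the 15 D6-deficient arrays ran from 3.30 to 3.86 and the 15 WT arrays from 4.15 to 5.76, a difference of -1.41 over all days (SE 0.11, adjusted p = 1.3e-08). On another the difference was -0.69 (SE 0.10, adjusted p = 5.2e-05). The brightest probe set did not differ, at -0.07 (SE 0.11, adjusted p = 0.80). Averaging the 3 probe sets moved the first difference most among the alternatives, to -0.72. Xist was between 11.7 and 13.0 on every array and Ddx3y between 2.83 and 3.92, as in female mice.

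**Figure D1:**
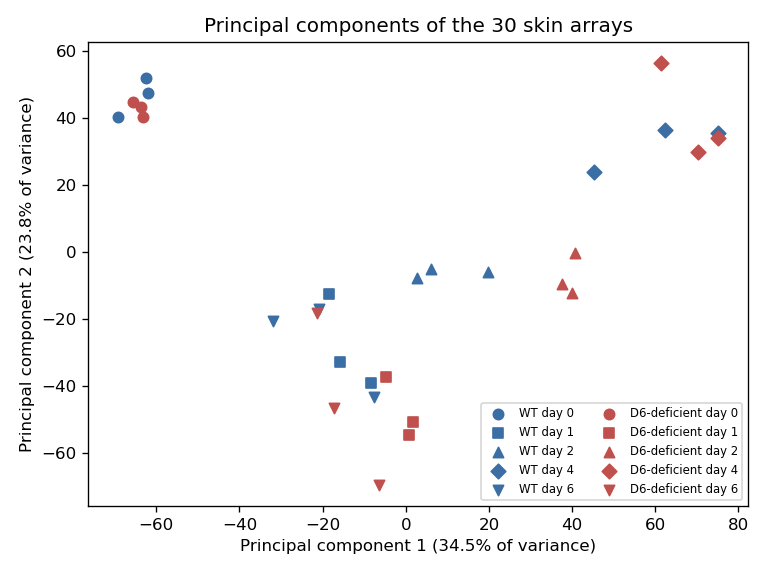
Principal components of the 30 arrays, computed on the log2 values of the tested probe sets, with the first component (34.5% of the variance) on the x axis and the second (23.8%) on the y axis. Each point is 1 array, coloured by genotype with a shape for each day. The day 0 arrays of both genotypes lie together, and at day 2 the D6-deficient arrays lie farther along the first component than the WT arrays.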

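Against day 0 of the same genotype, limma called 636 probe sets in WT mice at day 1 (335 higher and 301 lower after TPA), 686 at day 2 (434 and 252), 1169 at day 4 (635 and 534) and 483 at day 6 (288 and 195). In D6-deficient mice the corresponding counts were 897 at day 1 (382 higher and 515 lower), 1177 at day 2 (613 and 564), 1445 at day 4 (711 and 734) and 766 at day 6 (320 and 446). Dropping the fold threshold moved these counts most among the alternatives, for example to 14102 at day 4 in WT mice and 14822 in D6-deficient mice. That more probe sets passed in 1 genotype than in the other does not itself test a difference between them, so the difference was tested directly.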

Bioinformatic analysis of the data generated demonstrated that there were major differences in gene expression patterns between inflamed skin from D6-deficient and WT mice and that this was temporally regulated (Table 2). 

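Between the genotypes at day 0, limma called 44 probe sets of 40 genes, 19 higher and 25 lower in D6-deficient skin. With no fold threshold 565 probe sets passed, and 5146 had an unadjusted p under 0.05. In proportion to the count, the methods' t-test moved it most among the alternatives, with 55 probe sets at the methods' threshold (20 higher and 35 lower) and 1 after Benjamini-Hochberg adjustment. The count also depended on single arrays, falling to 27 without D6-deficient replicate 1 and rising to 68 without D6-deficient replicate 2. The largest increases among probe sets without overlap were in Defb3, from 3.99 ± 0.13 in WT skin to 6.98 ± 1.28 in D6-deficient skin (log2, mean ± SD, n = 3), a log2 difference of 2.99 (SE 0.55, adjusted p = 0.0064), Stfa3 at 2.52 (SE 0.40, adjusted p = 0.0017), Krt16 at 2.48 (SE 0.54, adjusted p = 0.018), Sprr1b at 2.23 (SE 0.54, adjusted p = 0.036) and Arsk at 2.14 (SE 0.43, adjusted p = 0.012). Defb3 differed between the genotypes at every day and lies on chromosome 8, where such genes were frequent. Without D6-deficient replicate 3 the adjusted p rose to 0.055 for Defb3 and 0.12 for Krt16, without WT replicate 2 to 0.18 for Sprr1b, and without D6-deficient replicate 1 to 0.096 for Arsk. When only the day 0 arrays were fitted, it rose to 0.11 for Stfa3, 0.054 for Defb3, 0.059 for Krt16 and 0.057 for Sprr1b. The largest decreases were in Apod at -3.98 (SE 0.50, adjusted p = 1.7e-04), Trim12a at -3.74 (SE 0.71, adjusted p = 0.0074), 2 probe sets without a gene symbol at -3.65 and -3.41 (adjusted p = 0.016 and 0.0019), and 2010315B03Rik at -2.64 (SE 0.30, adjusted p = 4.0e-05), which lies near Ccbp2 and was lower on D6-deficient arrays at every day. The others among these decreases were also lower on D6-deficient arrays at every day. Over all days the difference was -3.30 for Apod, -3.06 for Trim12a, and -2.65 and -1.80 for the unnamed probe sets. For the first of the unnamed probe sets the adjusted p at day 0 rose to 0.073 without D6-deficient replicate 1.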

At base line, 48 genes were differentially regulated between D6-deficient and WT mice (13 up-regulated and 35 down-regulated; detailed in supplemental Table S1), although pathway analysis indicated that these genes represented no common biological process. These basal differences were taken into account in subsequent analyses by normalizing transcriptomic data from later time points for D6-deficient or WT TPA-treated samples to their respective untreated controls. 

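Without this normalization, with the genotypes compared on the same day, limma called 5 probe sets at day 1, 206 at day 2 (148 higher and 58 lower in D6-deficient skin), 28 at day 4 (12 and 16) and 6 at day 6. Of these, 156 at day 2 (116 higher and 40 lower) and 9 at day 4 were also called relative to day 0 and none at days 1 and 6. Subtracting day 0 adds the day 0 difference, with the opposite sign, to each later contrast. Among the probe sets called lower at day 4 relative to day 0, 22 of 37 owed more of the contrast to the day 0 difference than to the difference at day 4 itself, as did 9 of 18 called higher. At day 2 the same held for 41 of 200 probe sets called lower and 28 of 200 called higher.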

In D6-deficient mice, over time, a total of 90 entities (30 up-regulated and 60 down-regulated) were altered at day 1 (supplemental Table S2), 406 (195 up-regulated and 211 down-regulated) were altered at day 2 (supplemental Table S3), 150 (49 up-regulated and 101 down-regulated) were altered at day 4 (supplemental Table S4), and 41 (20 up-regulated and 21 down-regulated) were altered at day 6 (supplemental Table S5). Thus the major differences in gene expression between D6-deficient and WT mice occurred at day 2, preceding the major differences in pathology, which were apparent at day 4 (Fig. 1*A*).

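Relative to day 0, limma called 1 probe set at day 1, which was lower in D6-deficient mice, 400 at day 2 (200 higher and 200 lower, 334 genes), 55 at day 4 (18 higher and 37 lower, 46 genes) and 1 at day 6, also lower. An adjusted p under 0.05 with no fold threshold was reached by 7, 1945, 219 and 9 probe sets at days 1, 2, 4 and 6, and an unadjusted p under 0.05 by 3494, 6089, 3949 and 2886. In proportion to the count, dropping the fold threshold moved the day 2 count most among the alternatives and the methods' t-test, before or after adjustment, the others. At the methods' threshold, with an unadjusted p, this t-test called 108 probe sets at day 1 (35 higher and 73 lower), 468 at day 2 (234 and 234), 169 at day 4 (56 and 113) and 66 at day 6 (32 and 34). After Benjamini-Hochberg adjustment of the same test 2, 268, 5 and 0 passed. The probe sets called by limma were all among those of the methods' t-test at days 1 and 6, as were 360 at day 2 and 52 at day 4.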

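The difference in number between day 2 and day 4 held with each array left out in turn, the count at day 2 staying between 305 and 452 and that at day 4 between 13 and 84. At day 4 single arrays decided much of the count, the lowest being without WT replicate 2 and the highest without D6-deficient replicate 3. With 200 changes planted in simulated arrays of the same design, 93% were recovered at day 2 and 96.5% at day 4. The simulation gave every day the same spread and number of arrays. It therefore cannot tell whether a larger spread between arrays lowered the count at day 4. Changes relative to day 0 were also counted in each genotype alone, and these were most frequent at day 4 in both.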

**TABLE 2:** **Number of differentially expressed genes at each time point** Number of differentially up- or down-regulated genes in inflamed D6-deficient skin compared to inflamed wild type skin at each time point. Genes, referred to as “entities,” differentially up- or down-regulated in D6-deficient skin compared to wild type skin at 0, 1, 2, 4, or 6 days after TPA application are enumerated. At each time point, entities significantly (*p* < 0.05) up- or down-regulated (fold change, >3) were selected. The total number of entities identified to be significantly changed at each time point is indicated.

Time	Total entities	Up-regulated	Down-regulated
0 days	48	13	35
1 days	90	30	60
2 days	406	195	211
4 days	150	49	101
6 days	41	20	21

##### Gene Ontology Analysis Reveals Differential Expression of Members of Specific Gene Families

We next used gene ontology analysis to associate differentially expressed gene profiles with individual functional families by registering those families of genes that were significantly altered in D6-deficient, compared with WT, mice at each time point. Note that this analysis identifies gene families displaying significant alterations but does not rely on directionality and thus incorporates both up- and down-regulated genes in the analysis. We found that the number of genes that significantly fell into a particular family at day 1 was small, reflective of the relatively few genes (90 genes) differentially expressed at this time point. 

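The probe set called at day 1 belongs to C130079G13Rik, which fell by 1.96 on the log2 scale between day 0 and day 1 in D6-deficient mice and rose by 0.20 in WT mice. The contrast was -2.16 (SE 0.29, adjusted p = 0.0030). On day 1 itself the genotypes did not differ, at 5.34 ± 0.18 in D6-deficient skin and 5.55 ± 0.32 in WT skin (log2, mean ± SD, n = 3; difference -0.20, adjusted p = 0.82), so the call came from the day 0 arrays. Unadjusted p values under 0.05 with a change of more than 3-fold were found for 101 probe sets. Left-out arrays brought the count to at most 5, without WT day 0 replicate 1.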

The majority of the genes differentially expressed at day 1 fell into families involving “DNA methylation” and “alkylation,” characteristic of skin turnover (Fig. 2*A*). However, the large number of genes differentially expressed at day 2 (406 genes) were preferentially associated with alternative gene families implicated in inflammatory responses such as “immune response,” “defense response,” “immune system process,” “inflammatory response,” and “response to wounding” (Fig. 2*B*). These differences were reflected in significant alterations in the temporal pattern and intensity of chemokine and chemokine receptor expression in the D6-deficient mice at this time point (supplemental Fig. S1, *A* and *B*). Specifically, and in contrast to WT mice, numerous inflammatory chemokines were overrepresented at day 2 in the D6-deficient mice. 

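The largest increases at day 2, relative to day 0, were in Ngp, with a log2 fold change of 4.63 (SE 1.13, adjusted p = 0.015), Ifit1 at 4.26 (SE 0.51, adjusted p = 1.5e-05), Gm14446 at 4.26 (SE 0.42, adjusted p = 1.4e-06), Cxcl3 at 4.17 (SE 0.74, adjusted p = 0.0013) and Ifi44 at 4.05 (SE 0.73, adjusted p = 0.0013). Ngp encodes a neutrophil granule protein and was 5.75 ± 1.06 in WT and 10.57 ± 1.63 in D6-deficient skin at day 2 (log2, mean ± SD, n = 3). It did not hold with every array left out, its adjusted p rising to 0.055 without WT day 2 replicate 1. The largest decreases were in Elovl3 at -4.78 (SE 0.90, adjusted p = 0.0020), Far2 at -4.57 (SE 0.93, adjusted p = 0.0038), H60c at -4.30 (SE 0.69, adjusted p = 5.1e-04), Calcb at -3.94 (SE 0.70, adjusted p = 0.0012) and Gprin2 at -3.87 (SE 0.71, adjusted p = 0.0015). Elovl3 and Far2 are expressed in sebaceous glands, and in WT mice at day 2 Far2 had fallen by 2.28 on the log2 scale (adjusted p = 0.012), whereas the change of -0.78 in Elovl3 had an adjusted p of 0.40. When the genotypes were compared on day 2 alone, Calcb was at -2.59, and all of these probe sets were past the threshold.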

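Of 53 tested probe sets of 38 chemokine ligand genes, 39 were higher and 14 lower in D6-deficient mice at day 2, with a median log2 fold change of 0.42 and a range from -3.37 to 4.17. limma gave an adjusted p under 0.05 for 9 higher and 2 lower probe sets over all probe sets tested, of which 7 and 2 were called, and for 17 and 6 adjusted over the list alone. As a list the ligands were higher by camera at a preset correlation between members (p = 2.2e-05) and by fry (p = 5.3e-04). After Cxcl3, the largest increases were in Ccl3 at 3.94 (adjusted p = 4.4e-04), Ccl4 at 3.35 (adjusted p = 9.5e-06), Cxcl5 at 2.58 (adjusted p = 0.0033) and Cxcl10 at 2.55 (adjusted p = 4.9e-05). With the genotypes compared on day 2 alone, 13 probe sets were higher and 3 lower at an adjusted p under 0.05. At day 4 the list did not differ between the genotypes (median 0.13, p = 0.23 by camera at the preset correlation).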

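Ccr1 had a log2 fold change of 1.17 (SE 0.43, adjusted p = 0.13) and was 8.60 ± 0.37 in WT and 10.10 ± 0.22 in D6-deficient skin at day 2 (log2, mean ± SD, n = 3), and on that day alone the difference had an adjusted p of 0.0031. Its other probe set gave 0.78 (adjusted p = 0.60). Ccr2 gave 0.95 (SE 0.31, adjusted p = 0.076), but only 0.19 on day 2 alone (adjusted p = 0.76), because its day 0 level was lower in D6-deficient skin by -0.76. The 3 other probe sets of Ccr2 did not pass either, with adjusted p between 0.085 and 0.91, and 1 of them was lower on D6-deficient arrays over all days, the gene lying near Ccbp2. Ccr3 did not differ, at -0.34 (SE 0.44, adjusted p = 0.78).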

There was also enhanced representation of the inflammatory CC chemokine receptors CCR1, CCR2, and CCR5 (but not CCR3), indicative of increased accumulation of inflammatory cells bearing these receptors (supplemental Fig. S2). 

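Ccl20 rose by 2.81 on the log2 scale between day 0 and day 2 in WT mice and fell by 0.56 in D6-deficient mice, a contrast of -3.37 (SE 0.52, adjusted p = 3.6e-04). At day 2 itself it was 8.75 ± 1.27 in WT and 6.54 ± 0.55 in D6-deficient skin (log2, mean ± SD, n = 3; difference -2.20, adjusted p = 5.1e-04). Ccl22 had a contrast of -1.68 (SE 0.36, adjusted p = 0.0060) and a difference of -0.95 on day 2 alone (adjusted p = 0.032). For Ccl17 the contrast was -1.87 (SE 0.58, adjusted p = 0.062), or 0.017 adjusted over the list alone of chemokine ligands, and the difference on day 2 alone was -0.96 (adjusted p = 0.24). All 3 genes were higher in D6-deficient than in WT skin at day 0, by 1.16, 0.73 and 0.91, none with an adjusted p under 0.05, which adds to the contrasts.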

Notably, there was a significant reduction in expression of CCL20 as well as the CCR4 ligands CCL17 and CCL22 in D6-deficient mice compared with WT mice at this time point, indicating a potential shift away from atopic responses toward a more straightforward inflammatory response (supplemental Fig. S1*B*). In contrast to the major representation of inflammatory gene families at day 2, we found, after 4 days, that the major families of genes altered were those implicated in “keratinocyte differentiation,” “proliferation,” and “epidermal development” (Fig. 2*C*), matching with the histology (Fig. 1*A*), which indicated that the major differences in epidermal thickness were apparent at this time point (Fig. 1, *A* and *B*). These transcriptional alterations are reflected in marked differences in the expression of a broad range of genes involved in epidermal cell proliferation and cutaneous remodelling. Specifically, as shown in supplemental Fig. S3, there were differences in expression of a range of keratin genes indicative of the aberrant epidermal differentiation apparent in the inflamed D6-deficient skins. Furthermore, there was down-regulation of a large number of members of the *Lce1* class of late cornified envelope genes, which encode proteins that have been strongly implicated as being involved in the development of a range of cutaneous inflammatory pathologies (29, 30), most notably psoriasis. Also evident in supplemental Fig. S3 is the down-regulation of the epidermal genes Involucrin (*Ivl*) and Fillagrin (*Flg*). Together, these gene differences reflect the marked alterations in epidermal proliferation and differentiation in the D6-deficient mice. 

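At day 4 the largest increases relative to day 0 were in Il22, with a log2 fold change of 3.00 (SE 0.65, adjusted p = 0.031), Tkt at 2.66 (SE 0.50, adjusted p = 0.017), Tslp at 2.44 (SE 0.43, adjusted p = 0.0098), U90926 at 2.44 (SE 0.51, adjusted p = 0.026) and Cxcl9 at 2.42 on 1 of its 2 probe sets (SE 0.46, adjusted p = 0.017). The other probe set of Cxcl9, which is the brighter one, gave 1.03 (adjusted p = 0.55). The largest decreases were in Flg at -3.08 (SE 0.72, adjusted p = 0.046), A530023O14Rik at -2.91 (SE 0.36, adjusted p = 4.6e-04), Il1f6 at -2.75 (SE 0.62, adjusted p = 0.036), a probe set without a gene symbol at -2.61 (SE 0.30, adjusted p = 2.2e-04) and Ereg at -2.56 (SE 0.51, adjusted p = 0.020). Several of these calls were lost when the genotypes were compared on day 4 alone. Tkt then gave 0.21 (adjusted p = 0.93), Tslp 1.22 (adjusted p = 0.068), Il1f6 -0.84 (adjusted p = 0.55) and Ereg -1.18 (adjusted p = 0.16). The adjusted p of U90926 rose to 0.084 without WT day 4 replicate 2 and that of Cxcl9 to 0.061. Without D6-deficient day 0 replicate 3 those of Il22 and Tkt rose to 0.088 and 0.050, and without D6-deficient day 0 replicate 1 those of Il1f6 and Ereg to 0.11 and 0.072. When only the arrays of the contrast were fitted, those of Tslp, Cxcl9 and Il1f6 rose to 0.068, 0.088 and 0.16.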

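The array held 53 tested probe sets of 43 keratin genes, of which 19 were higher and 34 lower in D6-deficient mice at day 4 relative to day 0, with a median log2 fold change of -0.10 and a range from -3.74 to 0.62. None was called, since the 4 with an adjusted p under 0.05 changed less than 3-fold. These were Krt5 at -1.36 (SE 0.19, adjusted p = 0.0018), Krt14 at -1.43 and -1.23 on 2 of its probe sets (adjusted p = 0.0098 and 0.012) and Krt24 at -1.36 (SE 0.31, adjusted p = 0.046). Adjusted over the list alone, 10 probe sets were lower and 0 higher at an adjusted p under 0.05. As a list the keratins were lower by camera at the preset correlation (p = 5.8e-06) but not by fry (p = 0.077). On day 4 alone Krt5 was the only keratin past an adjusted p of 0.05, at -0.66 (adjusted p = 0.022). The most negative value, that of Krt6b, came with a large error (SE 1.11, adjusted p = 0.13) and was -0.23 on day 4 alone.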

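All 13 tested probe sets of 12 Lce1 genes were lower in D6-deficient mice at day 4 relative to day 0, by a median of -1.04 on the log2 scale and between -1.72 and -0.84. Over all probe sets tested, Lce1f at -1.46 (adjusted p = 0.026) and Lce1c at -1.47 (adjusted p = 0.034) had an adjusted p under 0.05, and 0 were called with the 3-fold threshold. Adjusted over the list alone, 12 of the 13 passed. As a list they were lower by camera at the preset correlation (p = 4.0e-15) and by fry (p = 0.0043). The Lce1 genes were higher in D6-deficient than in WT skin at day 0, by a median of 0.65, and on day 4 alone the median difference was -0.41, lower by camera at the same correlation (p = 6.5e-06) but not by fry (p = 0.10), with 0 probe sets at an adjusted p under 0.05. The decrease was larger at day 2, with a median of -1.79, 12 probe sets at an adjusted p under 0.05 and 9 called. At days 1 and 6 the medians were -1.01 and -1.19. The Lce1 median was thus lower relative to day 0 at every day, and the higher day 0 level adds to each of these contrasts.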

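Flg was 7.53 ± 1.49 in WT and 5.59 ± 0.84 in D6-deficient skin at day 4 (log2, mean ± SD, n = 3), after falling from day 0 in both genotypes. The difference on day 4 alone was -1.94 (adjusted p = 0.089), and its contrast relative to day 0 includes a day 0 level that was higher in D6-deficient skin by 1.14 (adjusted p = 0.29). That contrast lost its place past the threshold in several alternatives, with an adjusted p of up to 0.16 when only the arrays of the contrast were fitted, and 0.13 without WT day 4 replicate 2. Ivl was lower at day 2 relative to day 0, at -1.96 (SE 0.49, adjusted p = 0.018), and at day 4 gave -1.43 (SE 0.49, adjusted p = 0.21), or -1.39 on that day alone (adjusted p = 0.068). Its other probe set gave -1.49 at day 4 (adjusted p = 0.22).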

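C130079G13Rik was again the probe set called at day 6, with a contrast of -1.95 (SE 0.29, adjusted p = 0.0084). The genotypes did not differ in it on day 6 alone, where the difference was 0.01 (adjusted p = 1.00), and the adjusted p of the contrast rose to 0.056 without WT day 6 replicate 3 and to 0.11 when only the arrays of the contrast were fitted. An unadjusted p under 0.05 together with a change of more than 3-fold was found for 58 probe sets at day 6, of which 30 were higher and 28 lower. The count relative to day 0 was 14 without D6-deficient day 6 replicate 2 and 0 without WT day 6 replicate 3.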

At day 6, the differences in gene expression between D6-deficient and wild type mice had largely been removed and again were restricted to genes involved in basic cellular processes (Fig. 2*D*).

**FIGURE 2.**
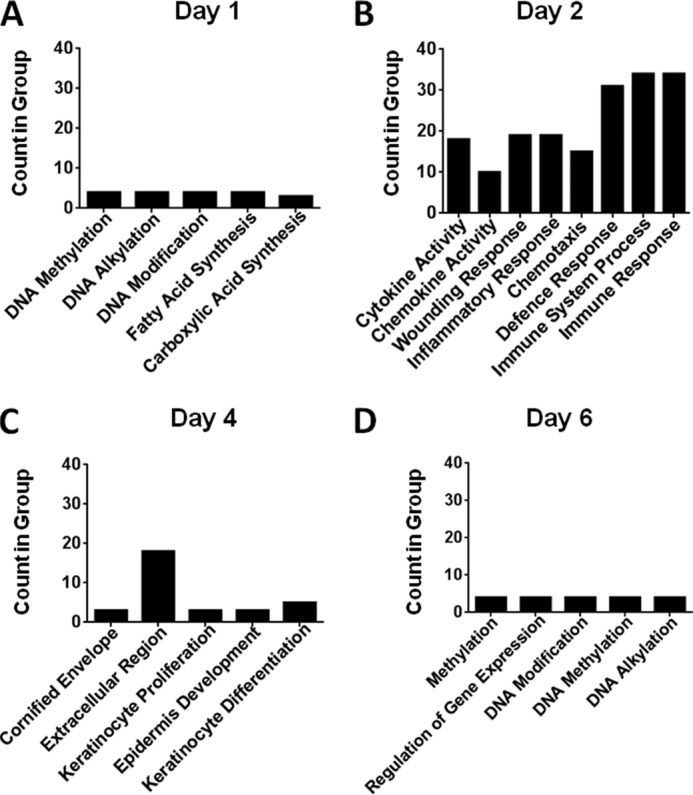
**Gene ontology analysis of the major families of genes displaying differential expression at the indicated time points.** Gene families displaying significantly altered expression (incorporating both up- and down-regulated genes) in D6 KO skin compared with wild type skins (>3-fold, *p* < 0.05). Gene expression differences at each time point: day 1 (*A*), day 2 (*B*), day 4 (*C*), and day 6 (*D*) were grouped into gene families using gene ontology analysis (Genespring). The number of genes within the list of significantly up- or down-regulated genes at each time point that fell into a particular gene family is indicated (*Count in Group*). Note the changes in the major altered gene families over the time course, particularly at day 2.

##### Inflamed D6-deficient Mouse Skin Is Characterized by Altered Expression of a Range of Key Inflammatory Cytokines

We next examined the differential expression of a range of cytokines involved in inflammatory responses and of known relevance to cutaneous inflammatory disorders (31–33). As shown by the profile plots in Fig. 3, a number of patterns was observed. 

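The transcript of IL-1β (Il1b) was highest at day 4, at 11.78 ± 0.07 in WT and 11.98 ± 0.25 in D6-deficient skin (log2, mean ± SD, n = 3), a log2 fold change between the genotypes, relative to day 0, of -0.13 (SE 0.45, adjusted p = 0.97). IL-6 also peaked at day 4, at 10.17 ± 0.58 in WT and 11.16 ± 0.67 in D6-deficient skin, and the log2 fold change was 0.25 (SE 0.55, adjusted p = 0.94). TNF reached 6.52 ± 0.07 at day 4 in WT skin and 6.83 ± 0.13 at day 2 in D6-deficient skin, so its induction stayed under 1 on the log2 scale in both. At day 4 its log2 fold change between the genotypes was -0.41 (SE 0.18, adjusted p = 0.41).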

First, some inflammatory cytokines displayed identical levels of transcriptional induction in inflamed WT and D6-deficient mouse skins (Fig. 3*A*) including IL-1β, IL-6, and TNF. However, whereas the temporal expression patterns of IL-6 were the same in WT and D6-deficient skins, IL-1β was induced earlier in the inflammatory process in D6-deficient skin compared with WT skins (*p* < 0.01), and TNF displayed a similar, albeit not significant, trend. 

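At day 2 Il1b had risen by 2.95 on the log2 scale in WT mice and by 4.37 in D6-deficient mice, to 10.14 ± 0.92 and 11.90 ± 0.32 (log2, mean ± SD, n = 3). The contrast relative to day 0 was 1.42 (SE 0.45, adjusted p = 0.071), and the difference on day 2 alone was 1.75 (adjusted p = 0.0013). Leaving out 1 array changed the contrast most, to 1.93 (adjusted p = 0.0031) without WT day 2 replicate 2 and to 1.04 (adjusted p = 0.21) without WT day 2 replicate 3. Between day 2 and day 4 the change differed between the genotypes by -1.55 (SE 0.45, adjusted p = 0.12 over all probe sets and 0.0023 over Il1b, Il17a and Il22). Tnf had a contrast of 0.30 at day 2 (SE 0.18, adjusted p = 0.45) and a difference of 0.55 on that day alone (adjusted p = 0.012). Il6 had contrasts of -1.10 at day 1 (adjusted p = 0.52) and 0.40 at day 2 (adjusted p = 0.80).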

IL-17A (*p* < 0.01) and IL-22 (*p* < 0.0001) were overexpressed in the D6-deficient mouse skins compared with WT skins, as was IL-15, but this difference did not reach statistical significance (Fig. 3*B*). 

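Il22, on a probe set shared with Iltifb, was 3.77 ± 0.20 in WT and 7.07 ± 0.81 in D6-deficient skin at day 4 (log2, mean ± SD, n = 3), a difference of 3.30 on that day alone (adjusted p = 4.7e-04). Il17a was 4.78 ± 0.43 in WT and 6.61 ± 1.29 in D6-deficient skin at day 4, with a log2 fold change of 1.63 relative to day 0 (SE 0.60, adjusted p = 0.25) and of 1.83 on that day alone (adjusted p = 0.045). Il15 differed by 0.54 at day 2 relative to day 0 (SE 0.32, adjusted p = 0.43) and by -0.00 at day 4 (adjusted p = 1.00), and stayed between 6.58 and 7.24 in the means of all groups.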

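The transcript of IL-1α (Il1a) rose by 3.04 on the log2 scale between day 0 and day 2 in WT mice and by 1.00 in D6-deficient mice, a contrast of -2.05 (SE 0.40, adjusted p = 0.0029), and on day 2 alone it was lower by -1.32 (adjusted p = 0.0059). IL-20 (Il20) rose by 0.52 in WT mice and fell by 1.18 in D6-deficient mice, a contrast of -1.70 (SE 0.42, adjusted p = 0.016). On day 2 alone Il20 was 5.51 ± 0.54 in WT and 4.75 ± 0.52 in D6-deficient skin (log2, mean ± SD, n = 3), a difference of -0.76 (adjusted p = 0.17), its day 0 level being higher in D6-deficient skin by 0.94 (adjusted p = 0.11). The adjusted p of the Il20 contrast rose to 0.063 without WT day 2 replicate 1 and to 0.097 when only the arrays of the contrast were fitted.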

Finally, other cytokines displayed markedly reduced expression in D6-deficient skins (Fig. 3*C*), including IL-1α (p < 0.0001) and IL-20 (*p* < 0.01). Interestingly, overexpression of IL-17A and IL-22 peaked at day 4, which contrasts with the peak expression of these two cytokines in WT mice at day 2, suggesting that their expression is maintained inappropriately in D6-deficient mice. 

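In WT mice Il17a was 5.43 ± 0.43 at day 2 and lower at day 4, whereas in D6-deficient mice it was 5.20 ± 1.00 at day 2 (log2, mean ± SD, n = 3) and higher at day 4. This change from day 2 to day 4 differed between the genotypes by 2.07 (SE 0.60, adjusted p = 0.12 over all probe sets). Il22 was 4.92 ± 1.13 in WT and 4.39 ± 1.27 in D6-deficient skin at day 2, and its change to day 4 differed by 3.83 (SE 0.65, adjusted p = 0.0026 over all probe sets). Adjusted over Il17a, Il22 and Il1b, the values were 0.0023 and 1.3e-05. Fitting only the arrays of the contrast raised the adjusted p of Il22 to 0.080. Leaving out arrays kept the difference between 3.29 and 4.55 for Il22 and between 1.36, without D6-deficient day 4 replicate 1, and 2.64 for Il17a.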

We have previously reported that the pathology that develops in the D6-deficient mice can be blocked using antibodies, or other blocking agents, for TNF, IL-1β, IL-15, and IL-17A (16, 34), and this is in keeping with the differential expression of these cytokines demonstrated in Fig. 3. Interestingly, whereas IL-6 may also be regarded as a key regulator of inflammatory responses, it is does not display differential peak expression in wild type and D6-deficient mice, and accordingly neutralization of IL-6 had no impact on the development of the cutaneous inflammatory pathology in D6-deficient mice (Fig. 3*D*). In contrast, IL-20, which is overexpressed in inflamed WT but not D6-deficient mice, appears to be, at least partially, a contributor to the inflammatory response because neutralization significantly reduced the extent of the inflammatory response observed (Fig. 3*E*). Overall these data suggest differential expression of some cytokines but that differential expression patterns do not necessarily relate to the importance of cytokines for driving the inflammatory pathology in D6-deficient mice.

**FIGURE 3.**
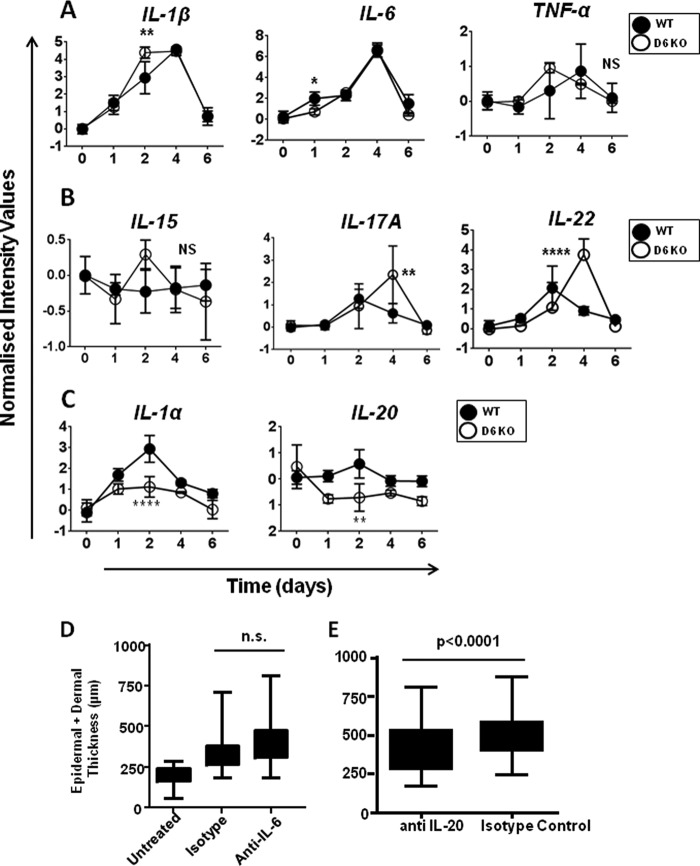
**Evidence of differential cytokine transcript levels in D6-deficient mice.** Kinetics of cytokine expression, over time, within the back skin of TPA treated wild type (*filled circles*) and D6 KO mice (*open circles*) are indicated in the profile plots (*A–C*). The data are expressed as normalized intensity values (log_2_; *y* axis) over time (days; *x* axis). *A*, profile plots indicating expression levels of IL-1β, IL-6, and TNF-α over the time course of the study in both WT and D6 KO skins. None of these cytokines displayed significant differences in the magnitude of induced expression in WT and KO mice, but differences in temporal expression were noted. *, *p* < 0.05; **, *p* < 0.01. *B*, profile plots indicating expression levels of IL-15, IL-17A, and IL-22 over the time course of the study in both WT and KO skins. These cytokines displayed enhanced differences in gene expression in KO mice compared with WT mice. **, *p* < 0.01; ****, *p* < 0.0001. *C*, profile plots indicating expression levels of IL-1α and IL-20 over the time course of the study in both WT and KO skins. These cytokines displayed reduced differences in gene expression in KO mice compared with WT mice. **, *p* < 0.01; ****, *p* < 0.0001. *D*, KO mouse skin was either left untreated or subjected to TPA-induced inflammation in the presence or absence of a systemically administered IL-6 neutralizing antibody. Skin thickness (epidermal plus dermal) was measured as an indication of the extent of cutaneous inflammation. The results demonstrate no significant effect of blocking interleukin-6 on development of the cutaneous inflammatory pathology. *n.s.*, not significant. *E*, skin thickness (epidermal plus dermal) measurements of KO mice subjected to TPA inflammation demonstrating a significant effect of systemic anti-IL-20 administration on the development of the cutaneous inflammatory pathology.

##### Type I IFN-related Genes Represent One of the Most Significantly Up-regulated Families of Genes

Notably, in addition to the variable differential expression of a variety of inflammatory cytokines, one consistency apparent from gene ranking studies was the overexpression of genes belonging to, or regulated by, the type I IFN pathway at day 2 in the D6-deficient mice (Table 3). 

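Table 3 lists 34 probe sets of 28 genes, chosen by the study on these arrays, so that tests of the list on them are not independent evidence. At day 2 all 34 were higher in D6-deficient mice relative to day 0, with log2 fold changes from 1.54 to 4.26 and a median fold change of 5.13. limma gave an adjusted p under 0.05 for 33, and 32 were called, Ifi204 on 1 of its probe sets and Iigp1 (2.91-fold, adjusted p = 0.083) staying under 3-fold. Adjusted over the list alone, all 34 passed. The median log2 fold change was 2.35 (camera p = 4.0e-69, fry p = 4.0e-11, and p = 3.2e-06 by camera with the correlation estimated from the data). Comparing the genotypes on day 2 alone moved the median most among the alternatives, to 1.81, with 24 probe sets called.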

The differentially expressed type 1 IFN pathway genes included *Ifit2*, *Irf7*, and other type I IFN-induced genes such as *Ifit44*, *Rsad2*, *Ifit2*, *Irf7*, and *Mx1*, which were up-regulated up to 16-fold in D6-deficient mice, compared with WT mice (Table 3, *p* < 0.0001).

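Ifi44, which the text names Ifit44, was 16.6-fold higher in D6-deficient mice at day 2 relative to day 0 (SE of the log2 value 0.73, adjusted p = 0.0013), Ifit2 12.9-fold (SE 0.29, adjusted p = 1.2e-07) and Irf7 10.3-fold (SE 0.34, adjusted p = 1.7e-06). Rsad2 was 14.1-fold, 11.6-fold and 9.73-fold higher on its 3 probe sets (highest adjusted p = 6.8e-06). Mx1 had a log2 fold change of 3.53 (SE 0.34, adjusted p = 1.2e-06). The largest fold computed here for a probe set of Table 3 was 19.2, for Ifit1. These folds are relative to the mean of the day 0 arrays, whereas the methods describe their median. With the median Ifit1 was 15.6-fold and Ifi44 12.7-fold higher.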

**TABLE 3:** **Differentially expressed type I IFN pathway genes in D6−/− skins at day 2** Top up-regulated genes at day 2 after TPA application in the back skin of D6-deficient mice compared to wild type mice. The most highly up-regulated genes in D6-deficient skin compared to wild type skin at day 2 after TPA application are shown. Genes were identified using “volcano plots,” where genes significantly (*p* < 0.05) up-regulated (fold change, >3) were selected.

Probe set identifier	Gene symbol	Fold change	*P* value
1450783_at	*Ifit1*	15.67	0.00
1421009_at	*Rsad2*	12.88	0.00
1423555_a_at	*Ifit44*	12.53	0.03
1418293_at	*Ifit2*	12.35	0.00
1424339_at	*Oasl1*	12.25	0.00
1417244_a_at	*Irf7*	11.9	0.01
1421008_at	*Rsad2*	11.1	0.00
1427381_at	*Irg1*	10.73	0.04
1453196_a_at	*Oasl2*	9.73	0.00
1436058_at	*Rsad2*	9.45	0.00
1424775_at	*Oas1a*	9.3	0.01
1449025_at	*Ifit3*	8.84	0.00
1418191_at	*Usp18*	7.74	0.00
1418930_at	*Cxcl10*	6.37	0.00
1439114_at	*Ddx60*	6.08	0.00
1440865_at	*Ifitm6*	5.67	0.00
1451777_at	*Ddx60*	5.6	0.00
1451426_at	*Dhx58*	5.39	0.00
1425065_at	*Oas2*	4.95	0.01
1440866_at	*Eif2ak2*	4.05	0.00
1425374_at	*Oas3*	3.97	0.02
1419569_a_at	*Isg20*	3.96	0.00
1417292_at	*Ifi47*	3.82	0.01
1452348_s_at	*Ifi204*	3.61	0.04
1422006_at	*Eif2ak2*	3.6	0.00
1419603_at	*Ifi204*	3.48	0.04
1426278_at	*Ifi27l2a*	3.46	0.00
1436562_at	*Ddx58*	3.37	0.00
1421911_at	*Stat2*	3.37	0.00
1419043_a_at	*Iigp1*	3.22	0.04
1418126_at	*Ccl5*	3.19	0.02
1424254_at	*Ifitm1*	3.16	0.05
1450403_at	*Stat2*	3.16	0.00
1425405_a_at	*Adar*	3.04	0.00

##### Hierachical Clustering and Ingenuity Pathway Analyses Confirm That the Type I IFN Pathway Is Significantly Up-regulated in D6-deficient Mice

To provide further support to the hypothesis that the type I IFN pathway was significantly up-regulated in D6-deficient mice at day 2, we performed hierachical clustering of the genes differentially regulated at day 2, to identify clusters of genes that were coexpressed in these mice (supplemental Fig. S4). The differentially expressed genes were plotted over the time frame of the study for both D6-deficient and WT mice to identify their patterns of expression. 

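Within D6-deficient mice, the 34 probe sets of Table 3 had a median log2 change from day 0 of 0.21 at day 1, 2.03 at day 2, 1.03 at day 4 and -0.12 at day 6. At day 2 all 34 were higher with an adjusted p under 0.05, and 24 were called. At day 4 30 were higher and 4 lower, 25 higher with an adjusted p under 0.05, and 8 were called.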

We found that the cluster containing the 34 genes listed in Table 3 was significantly elevated at day 2 in D6-deficient mice and was also sustained at day 4 (supplemental Fig. S4*A*). Analyzing the full list of type I IFN pathway genes using ingenuity pathway analysis demonstrated the interactive nature of the differentially expressed components of the cluster (supplemental Fig. S4*B*). In contrast, this family of genes was only up-regulated at day 4 in WT mice and in a less comprehensive manner. This suggests, overall, that this family of genes was expressed earlier and more fully in D6-deficient, compared with WT, mice. 

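Within WT mice, the median log2 change of the same 34 probe sets from day 0 was -0.44 at day 1, -0.45 at day 2, 0.39 at day 4 and -0.71 at day 6. At day 4 23 were higher and 11 lower in WT mice, 16 higher with an adjusted p under 0.05, and 3 were called. The response to TPA itself differed between the genotypes by a median of 0.64 at day 1 (camera p = 2.9e-18, fry p = 6.6e-04), 0.61 at day 4 (camera p = 6.8e-13, fry p = 0.0040) and 0.37 at day 6 (camera p = 2.3e-08, fry p = 0.036), besides that at day 2, with camera at the preset correlation. With the correlation estimated from the data, camera gave p = 0.0050, 0.017 and 0.057 at days 1, 4 and 6. At these days 33, 33 and 30 probe sets were higher in D6-deficient mice, 0 with an adjusted p under 0.05 over all probe sets tested, and 15, 9 and 4 adjusted over the list alone. From the timing and extent of these changes in the genotypes, the paper proposes that the family was expressed earlier and more fully in D6-deficient than in WT mice.

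**Figure D2:**
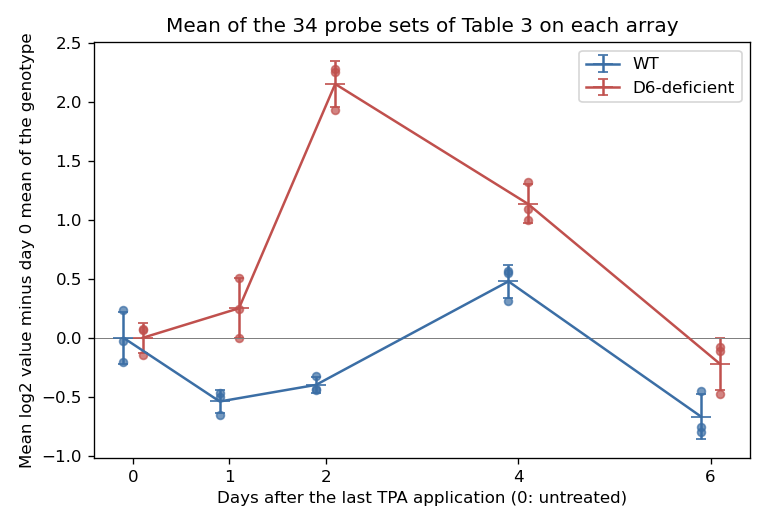
Mean of the 34 probe sets of Table 3 on each array, as the log2 value minus the day 0 mean of the genotype (y axis), against days after the last TPA application (x axis, with day 0 for the controls). Points are arrays, lines join the means of the 3 arrays and bars are SD. In D6-deficient mice the mean is 2.15 at day 2 and 1.14 at day 4, and in WT mice -0.40 and 0.48.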

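Between day 0 and day 2 the log2 value of Irf7 rose by 2.88 in D6-deficient mice and fell by 0.49 in WT mice, that of Ifit2 rose by 3.07 and fell by 0.62, and that of Isg15, on a probe set shared with Gm9706, rose by 3.57 and fell by 0.14. The contrast for Isg15 was 3.71 (SE 0.33, adjusted p = 5.0e-07). At day 4 the contrasts were 0.61 for Irf7 (adjusted p = 0.56), 1.12 for Ifit2 (adjusted p = 0.078) and 0.74 for Isg15 (adjusted p = 0.40). For IFNβ the Ifnb1 probe set was 3.91 ± 0.05 in WT and 4.10 ± 0.12 in D6-deficient skin at day 2 (log2, mean ± SD, n = 3), a contrast of 0.22 (SE 0.23, adjusted p = 0.71). The array has 9 probe sets for IFNα genes, of which 5 were tested and 2 are shared by many of the genes. Their contrasts at day 2 ran from -0.54 to 0.11, the lowest adjusted p was 0.43, and no group mean exceeded 5.23. Such values lie near the low end of the array's range, so the array gives little information on these transcripts.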

Interestingly, these differences in expression of IFN pathway genes such as *Irf7*, *Ifit2*, *Isg15*, and *Stat1* were apparent (Fig. 4*A*, *panel i*), despite there being no significant alterations in the temporal expression patterns of either IFNα or IFNβ (Fig. 4*A*, *panel ii*). We also analyzed IFNα and IFNβ protein levels in inflamed D6-deficient mouse skin, but they were below the levels of detection. The possible mechanisms whereby lack of alterations in IFNα and IFNβ transcript levels leads to the exaggerated type I IFN family gene expression in D6-deficient mice are addressed, in more detail, under “Discussion.” A number of the other overexpressed type I IFN pathway genes showing the most specific elevation in D6-deficient, compared with WT, mice are shown in the heat map in Fig. 4*B*. 

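Of the genes in Fig. 4B, Ifit1 rose by 2.89 on the log2 scale between day 0 and day 2 in D6-deficient mice and fell by 1.37 in WT mice. Ifi44 rose by 2.45 and fell by 1.60, and Ifit3 rose by 2.84 and fell by 0.72. Ifitm6 rose by 0.92 and fell by 1.73, a contrast of 2.65 (SE 0.51, adjusted p = 0.0025). Ifi47 rose by 1.86 and 0.04, a contrast of 1.82 (SE 0.32, adjusted p = 0.0011). Ifi204 rose by 1.16 and 1.41 in D6-deficient mice on its 2 probe sets and fell by 0.37 and 0.43 in WT mice, with contrasts of 1.54 (adjusted p = 0.043) and 1.84 (adjusted p = 0.019). The Ifi204 contrasts did not hold with every array left out, their adjusted p rising to 0.13 without D6-deficient day 2 replicate 1 and to 0.064 without WT day 2 replicate 2, and to 0.13 and 0.069 when only the arrays of the contrast were fitted.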

To confirm that the IFN pathway was up-regulated in the skin of D6-deficient, compared with WT, mice, quantitative PCR was performed for *Irf7*, *Ifit2*, and *CXCL9* using RNA derived from a separate skin inflammation study (Fig. 4*C*). This analysis confirmed the up-regulation of *Irf7*, *Ifit2*, and CXCL9 in the skin of D6-deficient mice 2 days after termination of TPA treatment. There were some differences noted in the magnitude of induction of these three genes between the microarray and PCR analyses. However, importantly, the expression “trends” were maintained and confirmed in these two separate experiments. Thus, overall, these data demonstrate the presence of an early and pronounced type I IFN gene expression signature in the inflamed skins of D6-deficient mice.

**FIGURE 4.**
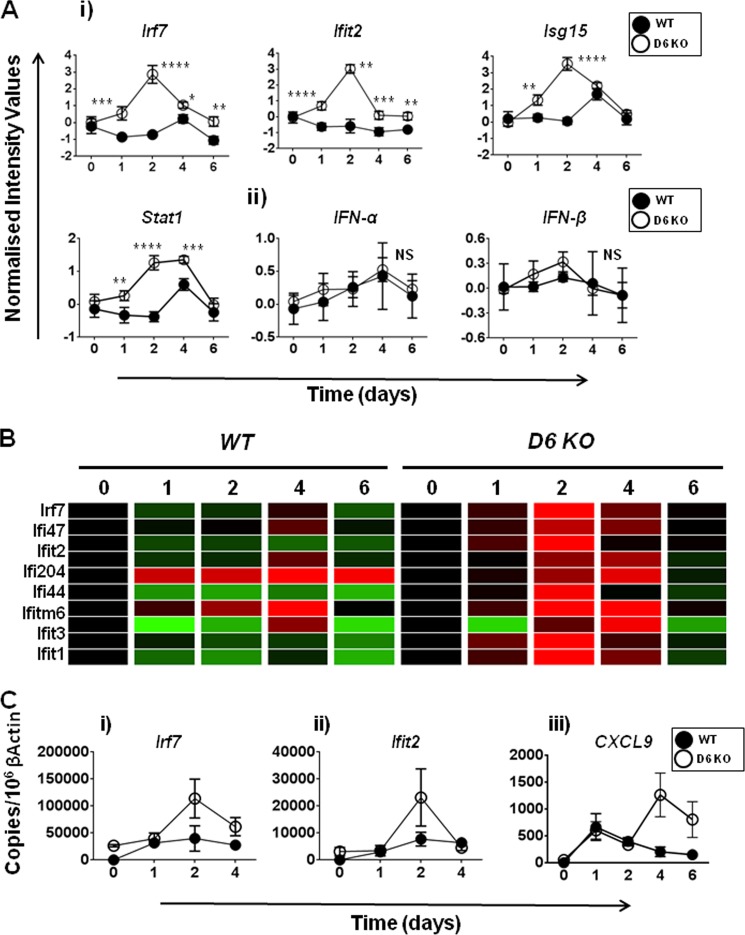
**The type I interferon pathway is overrepresented in D6 KO mice.** *A*, *panel i*, profile plots demonstrating differences in the levels of induction of type I interferon pathway genes *Irf7*, *Ifit2*, *Isg15*, and *Stat1* in WT (*filled circles*) and KO (*open circles*) inflamed mouse skins. *Panel ii*, profile plots revealing the similarity in the induced expression levels of IFN-α and IFN-β in WT and KO skins over the course of the induction of inflammation. In both *panels i* and *ii*, the data are expressed as normalized intensity values (log_2_; *y* axis) over time (days; *x* axis). *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001. *B*, heat map analyses of the differential expression of a select group of type I interferon pathway genes over the course of the study in WT and D6-deficient (KO) mice after TPA treatment. *Black*, no change; *green*, down-regulated; *red*, up-regulated. The time points are indicated along the *top* of the heat map (for *WT*, *0* indicates WT day 0, 1 indicates WT day 1, etc.). *C*, confirmatory PCR demonstrating increased expression of type I interferon pathway genes in inflamed D6 KO compared with WT skins. *Panel i*, *Lrf7. Panel ii*, *Ifit2. Panel iii*, CXCL9. These PCR analyses were performed on skin samples isolated from an experiment separate from that used to generate the array data. The data are shown as absolute copy number of each gene compared with 10^6^ copies of β-actin.

##### The Type I IFN Pathway Is Involved in the Development of the Cutaneous Inflammatory Pathology in D6-deficient Skin

We hypothesized, on the basis of the microarray data, that the inflammation observed in the skin of D6-deficient mice was, at least in part, dependent on the activities of type 1 IFNs within the skin (note that IFNγ plays no apparent role in the pathology; data not shown). To formally test this, neutralizing antibodies to IFNα and IFNβ were injected intravenously prior to and during TPA treatment of WT and D6-deficient mice. Importantly, although antibody blockade of type I IFN activity had a modest effect on inflammation in WT mice, as measured by total skin thickness (supplemental Fig. 5*A*), this did not reach statistical significance and was not reflected in the other measure of cutaneous inflammation, epidermal thickness (supplemental Fig. S5*B*). In contrast, we found that, after 4 days, anti-IFN antibody treatment was associated with a significant reduction in the inflammatory cutaneous pathology in D6-deficient mice as demonstrated by decreased epidermal thickness (Fig. 5, *A* and *C*). In addition, a modest but significant reduction in total cutaneous T cells was observed in the anti-IFN antibody-treated mice (Fig. 5, *B* and *D*). Importantly, and in keeping with the preferential accumulation of T cells in the epidermal compartment in inflamed D6-deficient mouse skin (16), the difference in T cells was largely accounted for by a reduced accumulation in the epidermal compartment (Fig. 5*E*). No difference in dermal T cell accumulation was noted (Fig. 5*F*). For both total T cells and epidermal T cells, anti-IFN antibody treatment reduced the levels to those seen in inflamed wild type skin. Thus the differential expression of type I interferon response genes reflects the importance of this pathway for the development of the cutaneous inflammatory response in D6-deficient mice.

**FIGURE 5.**
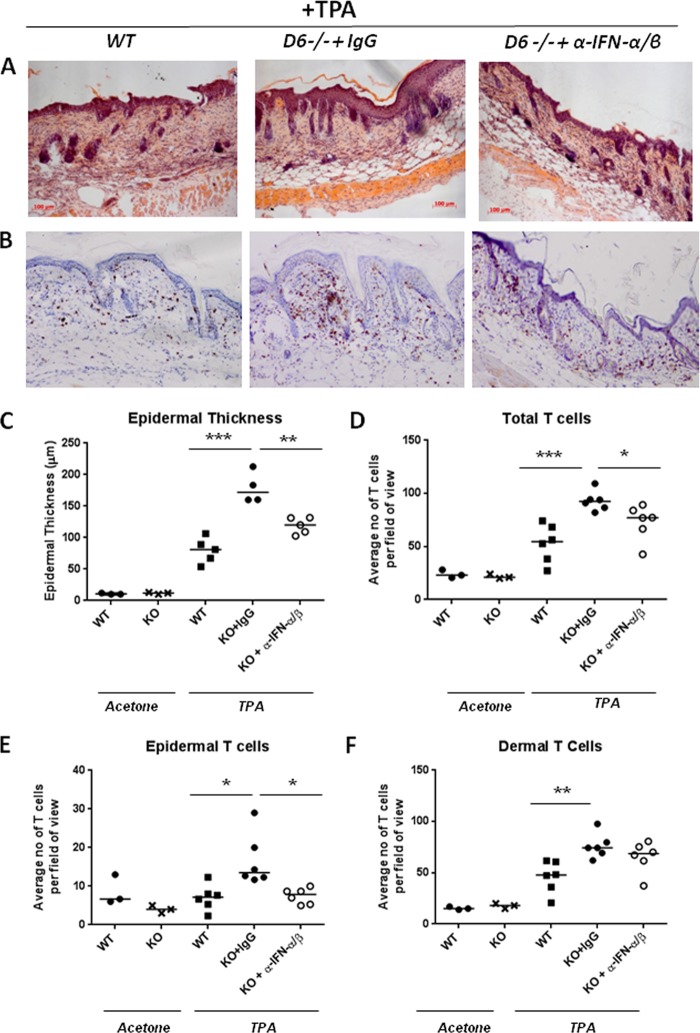
**The pathology that develops in D6-deficient mice is dependent on the type I interferon pathway.** D6-deficient (D6^−/−^) or WT mice were injected intravenously with rabbit anti-mouse IFN-α and rabbit anti-mouse IFN-β or a rabbit IgG control 3 h prior to the first application of TPA (150 μl, 50 μm) to the shaved dorsal skin. The same dose of TPA was applied 24 h later. The next day, 3 h before the last TPA application, the mice were injected with a final dose of rabbit anti-mouse IFN-α and rabbit anti-mouse IFN-β or rabbit IgG control. The inflammatory pathology was left to develop for 4 days following the final TPA application, after which skins were processed for histological analysis. *A*, H&E staining of skins at day 4 after TPA application indicating development of inflammatory pathology in D6^−/−^ mice and the amelioration of the pathology by antibodies to type I interferons. *B*, CD3 T cell staining demonstrating increased T cell recruitment into the D6^−/−^ mouse skins and its suppression by antibodies to type I interferons. *C*, quantification of epidermal thickness at day 4 demonstrating a significant reduction in the presence of neutralizing antibodies to type I interferons. *D*, quantification of the number of CD3-positive T cells in the skins at day 4 demonstrating a significant reduction in D6^−/−^ (KO) mice treated with neutralizing antibodies to type I interferons. *E*, specific quantification of T cells within the epidermal compartment. *F*, specific quantification T cells within the dermal compartment. In *C–F*, each point is representative of a mean of nine separate measurements per mouse.

## DISCUSSION

In the context of cutaneous inflammatory responses, D6-deficient mice develop an exaggerated inflammatory pathology that bears many similarities to human psoriasis (16). Furthermore, D6 is differentially expressed in psoriasis in a manner indicative of a role in pathogenesis (34). The aim of the present study was to define the molecular anatomy of this response and to gain insights into the molecular basis for the impaired resolution of inflammation apparent in these mice. The data presented demonstrate clear transcriptional differences in inflamed skins of WT and D6-deficient mice. These differences are, in general, indicative of accelerated and exaggerated inflammatory responses in the D6-deficient mice. At later time points, the transcriptional signature is indicative of alterations to epidermal differentiation and remodelling, which is very much in keeping with the histology reported in this and previous (16, 34) papers indicating massive hyperproliferation of the epidermis and aberrant differentiation in the D6-deficient mice. The transcriptomic patterns therefore closely reflect the pathology.

In terms of cytokine regulation of the development of the inflammatory response in D6-deficient mice, a number of expression patterns are observed. First, some cytokine transcripts, such as IL-6, display no differences between WT and D6-deficient mice and antibodies to IL-6 fail to ameliorate the inflammatory pathology, indicating no active involvement of the cytokine in the pathology. However, other cytokines demonstrate either prolonged expression, as in the case of IL-1β, or enhanced expression in the case of IL-15, IL17A, and IL-22. Our previous results indicate that IL-1β, IL-15, and IL-17A, along with TNF, are essential players in the pathology that develops (16, 34). One important question that emerges from these observations is why so many different cytokines can be pivotal to the development of this inflammatory pathology. These observations are not unusual, and numerous diverse cytokines have been demonstrated to play important roles in individual murine inflammatory disease models. Perhaps the most comprehensive exemplar of this is collagen-induced arthritis, in which a very broad range of cytokines has been shown to be essential for development of the pathology (35, 36). Our interpretation of this is that it suggests that pathological development is dependent on a network of cytokines and not on individual cytokines and that interfering with any arm of this network is sufficient to block development of inflammatory pathology. This therefore has implications for therapy and suggests that there may be numerous distinct intervention points in each inflammatory pathology.

One of the most striking features of our microarray data is that it strongly highlights rapid onset and elevated expression of transcriptional differences in genes belonging to the type I interferon signaling pathway. In the context of D6-deficient mice as a model of psoriasis, this is of importance because type I interferons (produced by plasmacytoid dendritic cells) have been clearly demonstrated to be involved in the human pathology (37–40). Importantly, a recent microarray analysis of psoriatic skin in comparison to nonlesional skin has again highlighted the type I interferon pathway is being at play, and therefore of therapeutic value, in human psoriasis (41). Indeed, of the top 50 most up-regulated type I interferon-inducible genes identified in psoriatic lesions, 25 are also up-regulated in the D6-deficient mice, further supporting the notion that a similar type I interferon pathway is active in this model. The ability of antibodies to type I interferons to suppress the development of the pathology in D6-deficient mice is therefore not entirely surprising. However, it is interesting that this is seen despite the fact that neither IFNα or IFNβ display increased transcript levels in D6-deficient mice. The question arises therefore how cytokines with no enhanced transcriptional profiles can be differentially driving pathology in wild type and D6-deficient skin. We propose that the answer to this relates to our model of D6 function (23, 24). This model hypothesizes that the failure of resolution of inflammation in D6-deficient mice relates to expression of this chemokine scavenging receptor on lymphatic endothelial cells. Specifically, in the absence of D6, inflammatory chemokines congregate around the lymphatic endothelial surfaces and trigger inappropriate association of numerous inflammatory leukocytes with the lymphatic surface. This congests the lymphatic system and impairs lymphatic drainage. A consequence of this is that inflammatory chemokines that drive inflammatory leukocyte recruitment, as well as the cytokines that induce inflammatory chemokines such as TNF and the type I IFNs, drain inefficiently from inflamed sites in D6-deficient mice. This results in prolonged inflammatory cytokine activity, and leukocyte accumulation, at such inflamed sites. Thus we propose that although IFNα and IFNβ are expressed at similar levels in wild type and D6-deficient mice, they are not removed as efficiently from D6-deficient skin and therefore continue to drive aspects of the pathology. In this way, we believe, they contribute to the development of the psoriasiform pathology. Interestingly, we have previously reported that D6 expression is increased in both keratinocytes and lymphatic endothelial cells following exposure to type I interferons (26, 34). This suggests, therefore, that the interferon pathway not only drives inflammation but also up-regulates D6 as feedback to limit this response. This further explains the exaggerated type I interferon-dependent inflammatory response in D6-deficient mice.

In summary, therefore, these transcriptomic data demonstrate strong transcriptional similarities between the D6-deficient mouse model of cutaneous inflammation and human psoriasis. Our data are therefore important in that they further implicate D6 in the pathogenesis of psoriasis and provide an essential link between reduction in D6 expression, as noted in psoriatic plaques (26), and the development of type I IFN-driven pro-psoriatic inflammatory responses. In addition, our data suggest that, because D6 is transcriptionally up-regulated by type I IFNs, this axis represents a negative feedback loop restricting the chemokine aspect of type I IFN driven inflammatory responses.

How the deposited data were processed for this re-analysis (not part of the article)

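The authors had background-corrected, quantile-normalized and summarized the probe values by RMA before they deposited them, and the deposited intensities are linear and not base-line-transformed. Their log2 was taken here and used without further scaling. A second deposited text holds only a sample sheet, so the alternative that starts from a table normalized by the authors was not run, and the alternative that takes the values as deposited coincides with the main one.

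Of the probe sets, 64 controls were left out, and 36029 of 45037 were tested after leaving out the 20% with the lowest mean, 9008 probe sets. No array was left out. A model with 1 mean for each genotype and day was fitted to all 30 arrays with limma (lmFit and eBayes), and the adjusted p values in the passages come from this fit with Benjamini-Hochberg adjustment over the tested probe sets of a contrast, unless they are said to be adjusted over a list alone or to come from an alternative, such as a fit without 1 array or to the arrays of the contrast only. A probe set was called at an adjusted p under 0.05 and a change of more than 3-fold.

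Lists were tested with camera at a correlation of 0.01 between their members, with fry, and with camera at a correlation estimated from the data. In 200 lists of simulated arrays without change, 1% were under 0.05 by camera at the preset correlation and 3% by fry. The simulated probe sets varied independently of each other. These shares therefore do not show how the tests behave for lists whose members vary together.

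The genes named in the text follow a rule: every probe set of Table 3, every gene the paper names in its text or figures, with the probe set of the highest mean over all arrays quoted and disagreeing probe sets reported, the D6 gene, and at each day the 5 probe sets with the largest positive and the 5 with the largest negative change among those past the threshold in which all 3 D6-deficient arrays lie on the same side of all 3 WT arrays. Some genes that fall under this rule are not reported here. The chemokine ligands, keratins and Lce1 genes were taken by symbol as families that the paper names. For the D6 gene, the result of the brightest probe set was added after its value was seen.

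On simulated arrays of the same design with 200 changed probe sets, 99.5% were recovered at day 0, 98% at day 1 and 97.5% at day 6. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with matplotlib 3.10.9 were used. Gene positions are those of the C57BL/6J reference. Histology, PCR, antibody treatment, gene ontology and pathway results were not analysed here.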

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

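The tests of DNA from another strain and of the hair list over the days were chosen only after the result was seen. So were the splits with exchanged group labels and the tests of the spike-in sets. The other tests were written before their values were computed. The marker lists were written after some of their genes had been seen among the called probe sets.

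A difference between the genotypes was found in a list of neutrophil genes at day 2, with a median log2 fold change of 1.92 relative to day 0 (22 probe sets higher and 4 lower, 14 called higher; camera p = 2.2e-15, fry p = 2.9e-05, and p = 0.0033 with the estimated correlation). Of the 24 genes written down, 10 had been seen before, and the genes not seen before gave a median of 1.43 (p = 4.3e-08 by camera at the preset correlation). Skin itself expresses part of the list, 8 of the 26 probe sets lying above the median level at day 0 in WT mice. Relative to day 0 the most abundant members did not follow it: S100a9, at a mean of 12.98 over all arrays, had a log2 fold change of -1.93 (adjusted p = 0.21) and S100a8, at 12.86, of -2.31 (adjusted p = 0.11). On day 2 alone 25 probe sets of the list were higher and 1 lower, with a median of 1.84 and a lowest value of -0.21. The negative contrasts of S100a9 and S100a8 therefore came mostly from the day 0 arrays. A single array did not carry the result, the lowest median with 1 array left out being 1.56. Nor do the spike-in sets account for it: with an effect of the sets that may take another size at each day the median was 1.98. More neutrophils in the skin at day 2 are consistent with the list, and so is a higher expression in the same number of cells, which the arrays do not separate.

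Another difference between the genotypes was in a list of sebaceous gland genes at day 1, with a median of -0.81 (3 probe sets higher and 19 lower; camera p = 4.5e-11, fry p = 0.011, and p = 0.020 with the estimated correlation). Over all probe sets tested 0 passed, and 11 passed adjusted over the list alone. Genes not seen before the list was written gave -0.66 (p = 6.2e-07 by camera at the preset correlation). On day 1 alone the median was -0.43. The most abundant member, Scd1 at a mean of 13.91, did not change, at -0.00 (adjusted p = 1.00). For the decrease at day 2 (median -0.29, 5 probe sets called lower; camera p = 3.5e-05, fry p = 0.026, and p = 0.13 with the estimated correlation), the genes not seen before gave camera p = 0.078, which leaves open whether the gland's share was smaller. A smaller share of skin tissue beside infiltrating cells is also open, the adipose list giving 0.11 at day 2, because fat and gland need not shrink together. With an effect of the spike-in sets at each day the median was -0.35, so the sets do not account for it.

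Il22 drew attention by its change from day 2 to day 4, which was larger in D6-deficient mice by 3.83. The probe set is shared with Iltifb. Why the genotypes differ was not tested.

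In data the paper does not discuss, a list of hair shaft and inner root sheath genes rose in WT mice at day 6 by a median of 3.30 against day 0 (21 of 21 probe sets higher, 16 called; camera p = 9.1e-22, fry p = 1.8e-06, and p = 0.020 with the estimated correlation). It rose by 1.97 at day 1 in WT mice, and by 2.75 at day 1 and by more at day 6 in D6-deficient mice. Its most abundant member, Krt71, had a mean of 7.90 over all arrays. A response that follows the time since TPA is not consistent with the median of 0.061 at day 2 in WT mice. All 12 arrays of days 1 and 6 lay above every day 0 array, so no single array carries it. Between WT arrays of 1 spike-in set, 2 at day 6 and 2 at day 0, the median was 3.84, so the sets do not account for it. A different stage of the hair cycle in the mice of days 1 and 6 is a candidate explanation and was not tested. Between the genotypes, relative to day 0, 21 of 21 probe sets were higher in D6-deficient mice at day 1 and 20 of 21 at day 6, with p = 0.0011 and 7.1e-04 by camera at the preset correlation. The calls did not hold under fry, which takes the correlation from the data (p = 0.32 and 0.36).

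A signal at day 0 was found in probe sets that were higher in WT mice at day 2 than at day 6. These 126 probe sets were higher in D6-deficient than in WT skin at day 0 by a median of 0.69 (112 higher and 14 lower; camera p = 1.9e-21, fry p = 0.0069, and p = 0.029 with the estimated correlation). The value is consistent with a state of the D6-deficient control skin that resembles skin after TPA. All 3 D6-deficient arrays lay above every WT array, so 1 array does not carry the difference, although 3 against 3 arrays lie so by chance with probability 0.1. The hair list did not differ at day 0 (p = 0.585 by camera at the preset correlation, p = 0.89 by fry), which speaks against a difference in hair cycle. Only the true split, 1 of 10, gave a median as far from 0, and with 10 splits chance cannot be excluded. Every contrast relative to day 0 contains this difference.

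Among the genes around Ccbp2, not counting Ccbp2 itself, 8 of 81 measured differed between the genotypes in the same direction at every day, past a set fold limit, against 130 of 16131 elsewhere (Fisher p = 4.3e-07). Looser rules and a smaller window were looked at before this rule was settled, and they gave 11 of 81 (Fisher p = 5.8e-07), 4 of 44 (p = 5.2e-04) and 5 of 44 (p = 0.0017). The genes include Lztfl1 at -2.30, Lars2 at -1.23, Itga9 at 1.04 and Ccr2 at -0.77. DNA of another mouse strain, carried along with the targeted D6 locus, is consistent with this. Exchanged labels gave as many in 1 of 100 splits, the true one. The other splits gave at most 0 such genes near Ccbp2 and a median of 0 over all genes. A chance division of the arrays therefore does not produce such genes, but the splits do not test whether they gather near Ccbp2. Genes of inflammation that happen to lie near Ccbp2 do not account for the excess there, since 1 of the genes changed over 3-fold after TPA in WT mice. A strain difference over the whole genome cannot be told apart, because 2 other chromosomes had a window of as high a share. Sequence variants under the probes cannot be told apart either: of the 22 differing genes near Ccbp2 or on chromosome 8 that have several tested probe sets, 77.3% differed on only 1 of them, which variants would produce and real changes on 1 transcript end would too.

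On chromosome 8, 28 of 849 measured genes differed in the same way (Fisher p = 5.1e-10), and 36 by the looser rule (p = 2.0e-05). The densest window held 10, and the highest in shuffled gene orders was 8, a share of 0.000999, the smallest that 1000 shuffles can give. A stretch of DNA of another mouse strain is consistent with this. Without the Cd209 genes the Fisher p was 2.6e-08, so 1 gene family does not account for it, and exchanged labels gave as many in 1 of 100 splits, the true one. The Defb3 gene, at 1.47 over all days and 2.99 at day 0, lies on this chromosome, so its difference at day 0 may stem in part from the DNA around it. Defb3 also has the largest day 0 difference among the probe sets higher in WT mice at day 2 than at day 6. A state that resembles skin after TPA is therefore open for it as well.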

How the results depend on the processing

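The thresholds, the filter, the contrasts and the alternatives were chosen before the data were examined, except the spike-in sets as a covariate and a repeated quantile normalization, which were chosen after seeing the data. For every change given here the cause was not tested, unless the alternative's own construction shows it.

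The number of probe sets called between the genotypes, 44, 1, 400, 55 and 1 at days 0, 1, 2, 4 and 6, depended most on the threshold and the test. With an adjusted p and no fold threshold it was 565, 7, 1945, 219 and 9, and with more than 2-fold 162, 6, 1062, 171 and 6. With an unadjusted p and more than 3-fold it was 77, 101, 467, 168 and 58. The methods' t-test gave 108 at day 1, 169 at day 4 and 66 at day 6, and after Benjamini-Hochberg adjustment 1 at day 0, 2 at day 1, 5 at day 4 and 0 at day 6. Comparing the genotypes on the same day gave 5, 206, 28 and 6 at days 1 to 6. Fitting only the arrays of the contrast gave 8 at day 1, 35 at day 4 and 0 at day 6, and array quality weights gave 76 at day 0, 83 at day 1, 97 at day 4 and 6 at day 6. The spike-in sets as a covariate gave 2 at days 1 and 6. With the replicate number as a replicate block, day 1 gave 2, although the replicate numbers do not pair the samples. With 1 array left out the counts ran from 27 to 68 at day 0, 1 to 5 at day 1, 305 to 452 at day 2, 13 to 84 at day 4 and 0 to 14 at day 6.

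The median of the 34 probe sets of Table 3 kept its direction at every day in every alternative, with leave-one-out ranges of 0.54 to 0.81, 2.12 to 2.52, 0.48 to 0.74 and 0.27 to 0.50 at days 1, 2, 4 and 6. Only the day 6 value of 0.37 lost its side of the threshold, with the correlation estimated from the data (p = 0.057).

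The change of Il22 from day 2 to day 4 lost its place past the threshold when only the arrays of the contrast were fitted (3.83, adjusted p = 0.080), where fewer arrays enter. That of Il17a passed with array quality weights (1.92, adjusted p = 0.036). With 1 array left out the values ran from 3.29 to 4.55 for Il22, 1.36 to 2.64 for Il17a and -2.06 to -1.17 for Il1b, which passed at -2.06 (adjusted p = 0.0047) without WT day 2 replicate 2. C130079G13Rik at day 6 reversed to 0.0085 when the genotypes were compared on the same day.

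The counts of probe sets called after TPA against day 0, at days 1, 2, 4 and 6, became 8660, 9392, 14102 and 7960 in WT mice and 13092, 13716, 14822 and 11427 in D6-deficient mice with no fold threshold, and 1940, 2185, 3482 and 1664 in WT and 2925, 3439, 4013 and 2312 in D6-deficient mice with more than 2-fold. With 1 array left out they ran from 498 to 722, 633 to 760, 1021 to 1354 and 322 to 584 in WT mice, and from 851 to 1075, 1146 to 1254, 1365 to 1587 and 576 to 1124 in D6-deficient mice. At days 1 and 6 the WT calls past 3-fold include 13 and 16 of the 21 probe sets of the hair list. The mice of these days may thus differ from those of day 0 by more than TPA.

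Of 82 results for named genes, 69 had an adjusted p under 0.05, here with no fold threshold. In every alternative 53 kept their direction and side of this limit, 48 of them past it. The methods' t-test was judged at its own threshold. Many of the genes were chosen on these arrays, in Table 3 or for the size of their change, so the share that passed is not evidence. Comparing the genotypes on the same day weakened 8, strengthened 6 and reversed 1, and fitting only the arrays of the contrast weakened 13 and strengthened 1. With 1 array left out 18 passed no longer. Median centring of the arrays changed none. Signal over background limits what the arrays show for the IFNα genes, whose group means did not exceed 5.23.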

Differences from the paper's values

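No test was added for this part after the values were seen. A count is said to differ where it and the paper's value are more than 1.5-fold apart, and a fold change where, in addition, the gap exceeds the SD between replicates.

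At day 1 the paper gives 90 probe sets, 30 higher and 60 lower, and the value here is 1, with 0 higher and 1 lower. An unadjusted p with more than 3-fold (101, 35 higher and 66 lower), array quality weights (83, 21 and 62) and the methods' t-test (108, 35 and 73) do not differ from the paper by this limit. All other pre-set alternatives do.

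At day 4 the paper gives 150 probe sets, 49 higher and 101 lower, and the value here is 55, with 18 higher and 37 lower. No fold threshold (219, 69 and 150), more than 2-fold (171, 52 and 119), an unadjusted p with more than 3-fold (168, 57 and 111) and the methods' t-test (169, 56 and 113) do not differ from the paper. With array quality weights the 41 higher do not differ, whereas the total of 97 and the 56 lower do. All other pre-set alternatives differ.

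At day 6 the paper gives 41 probe sets, 20 higher and 21 lower, and the value here is 1, with 0 higher and 1 lower. Only an unadjusted p with more than 3-fold (58, 30 and 28) does not differ from the paper. The methods' t-test (66, 32 and 34) and all other pre-set alternatives do.

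The fold change of Ddx60 on 1 of its probe sets at day 2 is 3.71 here, against 6.08 in Table 3 of the paper. Array quality weights (4.55), the methods' t-test (6.07) and the highest leave-one-out value (5.85) do not differ from the paper. The folds given with the methods' t-test are relative to the median of the day 0 arrays, as in the base-line transformation of the methods. Those of the main fit are relative to the mean of these arrays. By construction, this choice alone takes the fold from 3.71 to 6.07. Median centring (3.72), the genotypes compared on the same day (2.59) and the lowest leave-one-out value (2.86) do, as do all other pre-set alternatives.

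Some statements of the paper carry no value to compare. Lower Ivl at day 4, lower Ccl17 at day 2, higher Ccr1 and Ccr2 at day 2 and higher Il17a at day 4 did not pass the threshold here, and of the keratin genes, for which the paper reports differences at day 4, 0 were called. Array quality weights gave adjusted p = 0.017 for Ccr1, 0.028 for Ccr2, 0.025 for Ccl17 and 0.034 for Il1b. The genotypes compared on the same day gave 0.0031 for Ccr1, 0.045 for Il17a and 0.0013 for Il1b, and the arrays of the contrast alone 0.015 for Ccl17. By the methods' t-test at its own threshold Ccr1 and Ccl17 passed. With 1 array left out, the value farthest from 0 had an adjusted p of 0.016 for Ccr1, 0.046 for Ccr2, 0.026 for Ccl17 and 0.0031 for Il1b.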

Other observations

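The splits, the shares owed to day 0, the comparison of muscle and fat over the days and the tests of the spike-in sets were tests chosen only after the result was seen, and the other tests here were written before.

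With the group labels exchanged, the true split at day 2 gave the most calls, 1 of 100 splits reaching its count. Chance can be excluded for the number of calls at day 2. At day 4 2 of 100 splits reached the count, the true one and 1 other, so chance is unlikely there but not excluded. Single calls were not tested by these splits. Other splits still gave up to 270 calls at day 2 and 142 at day 4. At day 1 13 of 100 and at day 6 24 of 100 reached the count, so it cannot be excluded there. For the median of the Table 3 probe sets the splits as far from 0 were 8, 1, 2 and 12 of 100 at days 1, 2, 4 and 6, so it cannot be excluded at days 1 and 6. At day 2 chance can be excluded, though not by this count, since the study chose the probe sets on these arrays. The reason is that 33 of the 34 have an adjusted p under 0.05 over all tested probe sets. Of the 34, 32 are also among the calls at day 2, whose number chance does not account for. At day 4 chance cannot be told apart, because the day 0 arrays took part in the choice. These arrays, in which they were lower in D6-deficient mice by a median of -0.26, are part of the day 4 contrast. For day 0 and for each of the 8 comparisons of TPA with controls, only the true split, 1 of 10, gave as many calls, and 10 splits are too few to exclude chance. For TPA a count over both genotypes can. With labels exchanged within each genotype, only the true split, 1 of 100 at each day, gave as many probe sets called in both in the same direction (426, 406, 847 and 336 at days 1, 2, 4 and 6, against 0 in all others), so chance can be excluded for these. Other differences between the mice of a day and those of day 0, such as that in the hair list at days 1 and 6, are not excluded.

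With the spike-in sets as a covariate, 97.7% of the probe sets called at day 0 were still called. At days 2 and 4 an effect of the sets that is the same at all days cancels, because each genotype has as many arrays of a set as at day 0. With an effect that may take another size at each day, 100% of the called probe sets kept more than 0.5 of their log2 fold change at day 2 and 100% at day 4. The sets therefore do not account for the calls.

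Genes of lipid synthesis were lower in D6-deficient skin at day 0: Fasn at -1.74 (adjusted p = 0.024), Acly at -1.31 (adjusted p = 0.0039), Acaca at -1.74 (adjusted p = 0.0050) and Slc25a10 at -1.41 (adjusted p = 8.4e-04). Less sebaceous gland in these samples does not account for it, since the sebaceous list was higher, at 0.31. The adipose list was lower too, but by a median of only -0.13 (22 of 24 probe sets lower; p = 0.027 by camera at the preset correlation, p = 0.40 by fry). Its most negative probe set was at -1.13, short of the decrease in each of these genes. This argues against less subcutaneous fat as the only cause of the decrease in them, and whether it had a part remains open.

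Of the probe sets called lower at day 2, 20.5% owed more of their contrast to the day 0 difference than to the day itself, against 1.67% in simulated arrays, but only 40 of the 200 were also called on day 2 alone. Whether higher day 0 values account for these calls therefore cannot be told apart, as the 2 values point different ways. At day 4 it was 59.5%, against 2.49%, and 3 of 37 were also called on day 4 alone, which indicates that most lower calls at day 4 reflect the day 0 arrays.

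More neutrophils do not account for the Table 3 probe sets at day 2. Their mean in WT mice at day 4 was 0.48, and in D6-deficient mice at day 2 2.15, although the neutrophil list had risen by as much in the former, 3.12, as in the latter, 2.95. With an effect of the spike-in sets at each day the median of 2.35 was 2.27, so the sets do not account for them. A different share of muscle or fat does not account for them either. The muscle list was lower by -0.50 at day 2 (p = 2.0e-05 by camera at the preset correlation, p = 0.072 by fry) and by as much at day 1, at -0.52, and day 6, where the Table 3 medians were only 0.64 and 0.37. The adipose list was higher by 0.11 at day 2 and by 0.32 at day 4, where the Table 3 median was 0.61. At day 6 the muscle list was lower by -0.59 (camera p = 5.7e-12, fry p = 0.033, and p = 0.053 with the estimated correlation).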
